A study of Mus musculus with 8 samples. Its data were reported in "Regulation of NSL by TAF4A is critical for genome stability and quiescence of muscle stem cells" (2025).

How the data were processed

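CUT&RUN with an antibody against KANSL2 was performed on cultured, proliferating wild-type (WT) mouse muscle stem cells (MuSCs). In CUT&RUN, an antibody guides a nuclease fused to protein A to the chromatin that carries the target, and the released DNA fragments are sequenced. The series holds 8 samples, namely 4 KANSL2 samples and 4 samples with non-specific rabbit IgG, numbered 1 to 4 in their titles. Samples were assigned to groups and replicates from these titles alone.

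Per the methods of the study, the authors trimmed paired-end reads, aligned them to the mm10 mouse genome with STAR, and removed duplicate, spliced, multi-mapping, ribosomal and mitochondrial reads. Peaks were called with MACS for each KANSL2 sample against IgG, and the peaks were merged into a unified set of regions. The authors counted reads in each region with featureCounts, normalised the counts for depth with DESeq2 and annotated each region with the nearest gene whose start site lay within 10000 nt. The value used here is a score, since the deposited table holds counts that the authors had already divided by a size factor and rounded to whole numbers. These normalised values are called units below. The deposited table also gives the distance in nt from the centre of each region to the start site of the gene named for it, as computed by the authors. Values were corrected neither for the IgG signal nor for region length, so a long region can reach a high value without a higher density of reads. A region entered the set when it was enriched over IgG in any KANSL2 sample, so the shares below describe selected regions and not the genome. The study lists far more strongly enriched peaks for KANSL2 replicate 1 than for the other replicates. Most regions were therefore probably selected on replicate 1, which also limits what the agreement between replicates can show.

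The table used here has 4 value columns, 1 for each KANSL2 sample. Values of the IgG samples were not analysed here. The comparisons of KANSL2 with IgG that were planned before the data were examined (a limma test per region, permutation tests between the groups, and 2-fold enrichment in each replicate) were therefore not run. The planned measures were computed on the KANSL2 samples alone. The planned 2-group permutation tests of promoter regions and of ribosomal protein genes were replaced by an exact sign-flip permutation test, two-sided, over the 4 replicates, whose smallest possible p is 0.125. This sign-flip test with 4 replicates can therefore not pass a threshold of 0.05, and its p-values are given only as descriptions.

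The number of reads behind a value was recovered from the rounding. Dividing a whole number of reads by a size factor leaves gaps between the values, and replicates 2, 3 and 4 lacked 9, 10 and 9 of the whole numbers up to 30. The gaps gave a worth per read of 1.42 units in replicate 2, 1.50 units in replicate 3 and 1.44 units in replicate 4. With these steps at least 99.99% of the values up to 200 units were whole numbers of reads. Replicate 1 lacked none of these values, so its worth per read was not resolved by this method. The gap method was tested on simulated values of 31943 regions, in which 4 of 4 known steps were recovered. For replicate 1, a second method chosen after the data had been seen fitted the histogram from 3 to 60 units. It compared worths per read by the Poisson deviance, taking the frequency of whole read numbers as smooth. In simulations this second method recovered 3 of 4 known worths.

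The genome build was checked before coordinates were used. Of 10858 gene identifiers in the table, 10842 were found in GENCODE M21 for GRCm38 (mm10), and 99.2% had identical coordinates there. No region (0) extended past the end of a GRCm38 chromosome. Regions were assigned to an annotation class by their centre, with the order promoter (within 1000 nt of a transcript start), 5' UTR, 3' UTR, exon, TES region (1000 nt downstream of a transcript end), intron and intergenic, using GENCODE basic transcripts. The genome share of each class was computed over all GRCm38 bases other than N (unknown bases) and weighted by the number of regions per chromosome. The number of genes given by chance was taken from 20 random placements of the regions, keeping the number per chromosome. Soft-masked bases of the reference were counted as repeats.

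Contrasts between kinds of region were computed in each replicate as the difference of medians of log2(value + 1), and such differences understate changes of low values. Promoter regions in these contrasts were the regions with a gene named within 10000 nt. Ribosomal protein genes were the cytosolic ribosomal protein genes by symbol. Chromatin genes were taken from a list of 25 genes fixed before the data were examined, which holds 9 genes of the NSL complex, the epigenetic modifiers named by the study, Lmna and Taf4. For each of them the region nearest to the start site was used. The planned rule would also have named the regions with the largest difference from IgG, so the strongest regions named below were chosen after their values were seen. Intervals of shares are 95% Wilson intervals. Such intervals and the detection floor of 3 reads cover counting error only, since reads in neighbouring regions and PCR copies are not independent.

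Alternatives planned before the data were examined were a pseudocount of 5 or 0.1, regions with a mean of at least 10 units, means in place of medians, a distance of at most 1000 nt, shares of the summed length, the strongest region of each listed gene, a range of mean values matched to that of the ribosomal protein genes, and leaving out each replicate. Alternatives added after the data had been seen were a value of at least 5 in every replicate, a value above 0 in at least 3 replicates, all GENCODE transcripts, protein-coding genes only, genes of regions with a mean of at least 10 units, shares and genes of regions above 0 in every replicate, and leaving out each replicate for the count of regions and for the strongest regions. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.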

Results

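The non-specific lethal (NSL) complex acetylates histones and other nuclear proteins, and KANSL2 is 1 of its members. To describe where KANSL2 sits on chromatin in WT MuSCs, 4 KANSL2 CUT&RUN replicates were analysed over a common set of 31943 regions. The regions had a median length of 180 nt, ranged from 100 to 3572 nt and covered 6.78 Mb of the mm10 genome. The normalised values summed to 197269, 196488, 204107 and 197863 units in replicates 1 to 4, with a mean of 198932 ± 3496 units (SD, n = 4). Sums over regions depend on the normalisation and are not library sizes. The reads recovered within regions were 139010 in replicate 2, 131212 in replicate 3 and 139627 in replicate 4. The number of reads within regions was not resolved in replicate 1.

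In replicates 2 to 4, most regions were covered by few reads. The median value was 4 units in replicates 1 and 2 and 3 units in replicates 3 and 4. This corresponds to a median of 3 reads in replicate 2, and of 2 reads in replicates 3 and 4. A floor of 3 reads corresponds to 4.27, 4.51 and 4.31 units in replicates 2, 3 and 4. The value of a single region was thus often at or below what 1 of these replicates can measure. No floor was derived for replicate 1. Only 5004 regions (15.7%) had a mean of at least 10 units, and 124 regions had a mean of at least 50 units. In regions with a mean under 10 reads, the variance between replicates 2 to 4 was 1.43 times the mean number of reads, against 1 for counting error alone.

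To assess the agreement between replicates, the number of regions with a value above 0 was determined. In replicates 2 to 4 such a value can rest on 1 read, and values were not corrected for IgG. A value above 0 therefore does not separate KANSL2 signal from background. In all 4 replicates, 20183 regions (63.2%, 95% Wilson interval 62.7 to 63.7%) were above 0. Another 7806 regions were above 0 in exactly 3 replicates, 3243 in exactly 2 and 711 in exactly 1. Requiring at least 5 units in every replicate moved this count most, to 6801 regions (21.3%). The share of regions at 0 was 0.219% in replicate 1 (interval 0.174 to 0.277%), 15.6% in replicate 2 (15.2 to 16.0%), 18.6% in replicate 3 (18.2 to 19.0%) and 17.0% in replicate 4 (16.6 to 17.4%). Across regions, the Pearson correlation of log2(value + 1) ranged from 0.573 between replicates 2 and 3 to 0.712 between replicates 1 and 4. The Spearman correlation across regions ranged from 0.573 to 0.688. Among regions with a mean of at least 10 units it ranged from 0.35 to 0.505. Regions are not independent replicates, and these 6 correlations only describe the agreement of the samples.

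**Figure D1:**
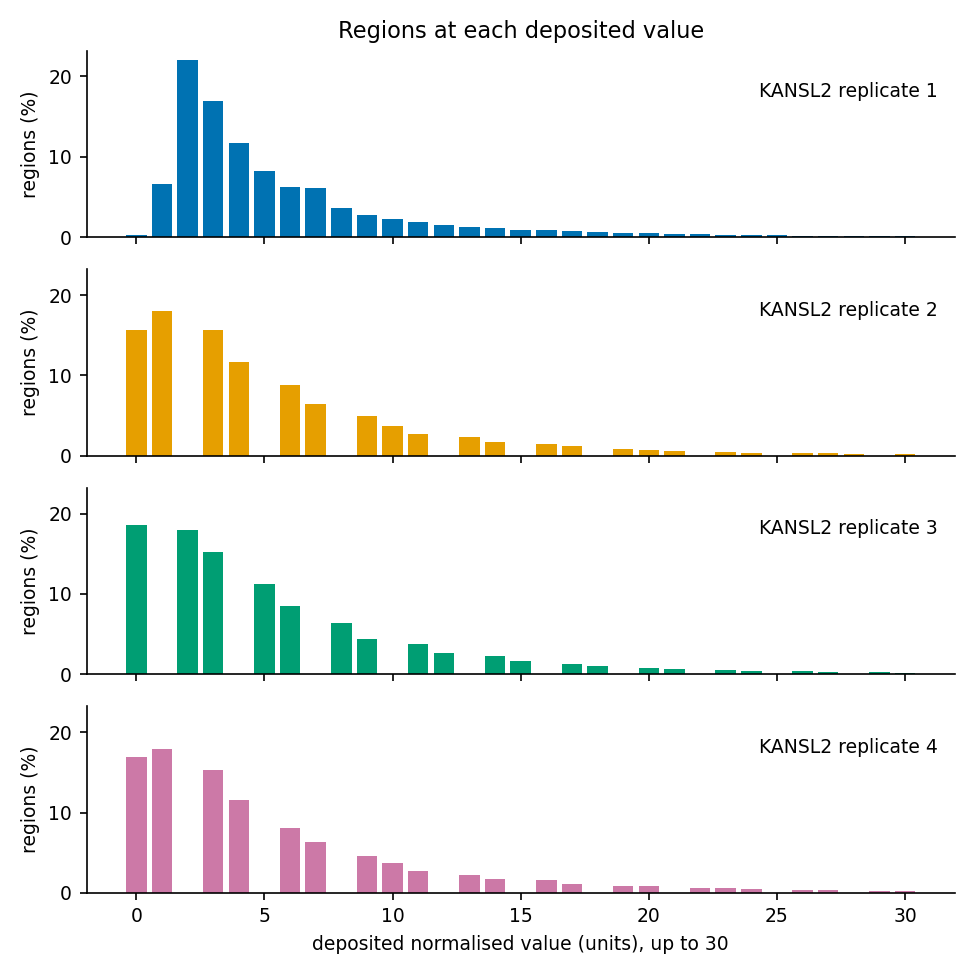
Share of the 31943 regions (vertical axis, percent) at each deposited value from 0 to 30 units (horizontal axis), with 1 panel per KANSL2 replicate. Replicates 2 to 4 have 15.6 to 18.6% of regions at 0 and skip whole numbers at regular steps, while replicate 1 has 0.219% at 0 and skips none.

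Next, the genomic distribution of the regions was determined. Introns held 12537 regions (39.2%, interval 38.7 to 39.8%), intergenic sequence held 10281 regions (32.2%, 31.7 to 32.7%) and promoters held 7690 regions (24.1%, 23.6 to 24.5%). TES regions held 1.79% of the regions, exons 1.46%, 3' UTRs 1.18% and 5' UTRs 0.0595%. Promoters make up 4.52% of the genome, so the share of regions there was 5.33-fold higher. The intergenic share was lower than the 50.3% of the genome, by a factor of 0.64. The intronic share was close to the 40.4% of the genome, with a ratio of 0.971. The alternative that moved the promoter share most was the restriction to regions with a mean of at least 10 units, which raised it to 35.1%.

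**Figure D2:**
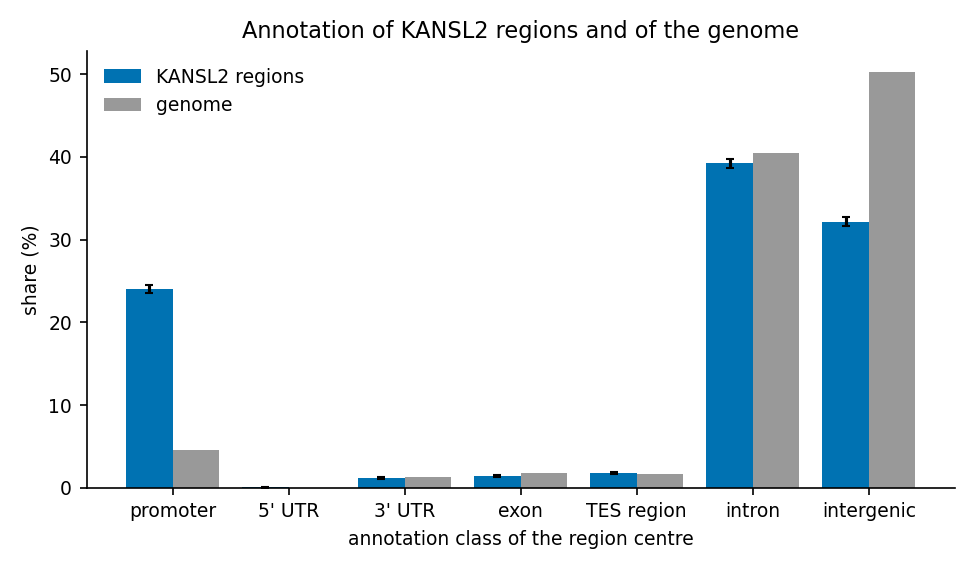
Share (percent) of the 31943 KANSL2 regions (blue bars, with 95% Wilson intervals) and of the genome (grey bars) in each annotation class, by the centre of the region. Promoters hold 24.1% of the regions and 4.52% of the genome, and intergenic sequence 32.2% and 50.3%.

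The share of promoters increased with the value of the region. Among the 12257 regions with a mean under 3 units, 18.7% were promoters (interval 18.0 to 19.4%). This share was 22.7% among the 6953 regions from 3 to 5 units, 26.7% among the 7729 regions from 5 to 10 units and 31.1% among the 3783 regions from 10 to 20 units. It reached 44.4% (41.5 to 47.4%) among the 1097 regions from 20 to 50 units, and 76.6% (68.4 to 83.2%) among the 124 regions with 50 units or more. The stronger regions were also longer, with a median length of 617 nt at 50 units or more against 117 nt under 3 units. Their median GC content was 55.5% against 48.1%.

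**Figure D3:**
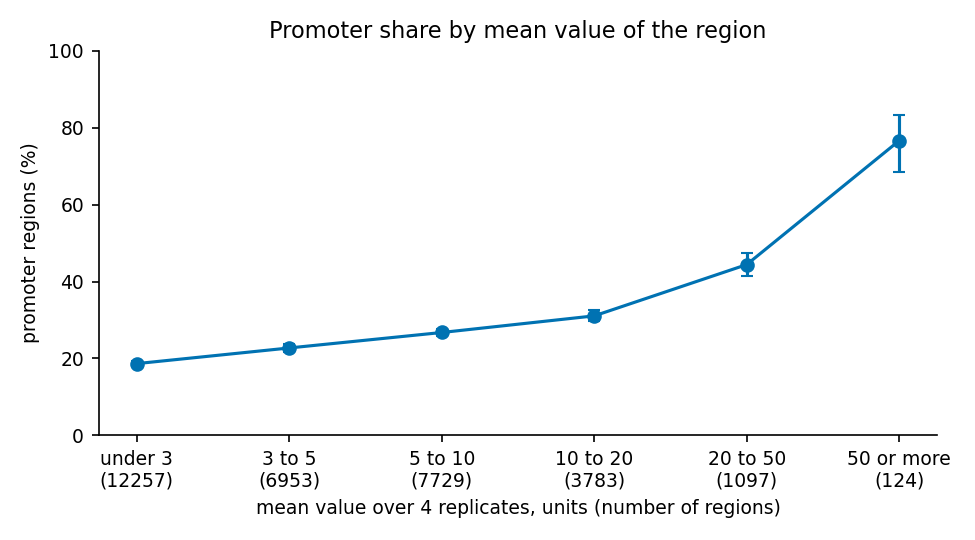
Share of promoter regions (vertical axis, percent, with 95% Wilson intervals) in 6 classes of the mean value over 4 replicates (horizontal axis, units, with the number of regions). The share increases from 18.7% under 3 units to 76.6% at 50 units or more.

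The values of promoter regions were then compared with those of other regions within each replicate. The median log2(value + 1) of the 15936 regions with a gene named within 10000 nt exceeded that of the 16007 other regions by 0.00, 0.32, 0.58 and 0.32 in replicates 1 to 4, with a mean of 0.31 ± 0.24 (SD, n = 4). The difference was above 0 in 3 of 4 replicates (exact sign-flip permutation test, two-sided, p = 0.25). Restriction to regions with a mean of at least 10 units moved it most, to 0.11. For the 6645 regions within 1000 nt of a start site, the difference from all others was 0.37 ± 0.14 (SD, n = 4) and above 0 in 4 of 4 replicates (exact sign-flip permutation test, two-sided, p = 0.125, the smallest that 4 replicates allow). With means over regions in place of medians, this difference was 0.43 ± 0.07 (SD, n = 4).

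To determine which genes lie near KANSL2 regions, the genes named in the table were counted. A gene was named for 15936 regions (49.9%, interval 49.3 to 50.4%), and 6645 regions (20.8%) lay within 1000 nt of its start site. The regions named 10858 different gene identifiers, of which 3310 had no symbol in the table, and 7514 different symbols. Protein-coding genes accounted for 7593 identifiers, which is 34.6% of the 21951 protein-coding genes of GENCODE M21. There were also 821 lincRNA genes and 804 processed pseudogenes. When regions were placed at random 20 times, 8751 ± 78.5 genes (SD over placements) were named, of which 3529 ± 55.0 were protein-coding. The observed numbers were 1.24-fold higher for all genes and 2.15-fold higher for protein-coding genes. Restricting the count to regions with a mean of at least 10 units moved it most, to 2603 genes.

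Of the 25 listed chromatin genes, 19 had at least 1 region, 14 had a region within 1000 nt of the start site, and for 18 the nearest region was above 0 in every replicate. Values above 0 do not separate KANSL2 signal from background, as given above. The nearest region had a mean of at least 10 units for 6 genes. The highest was Prmt1 on chromosome 7 (44986349 to 44986942), a promoter region 78 nt from the start site with 51.2 ± 10.7 units (SD, n = 4). This lies at percentile 98.8 of the 6645 regions within 1000 nt of a start site, whose median was 5.0 units. Mbd3 on chromosome 10 (80399494 to 80399866, promoter, 130 nt) had 25.5 ± 4.36 units (SD, n = 4), and Kdm8 on chromosome 7 (125444547 to 125445072, promoter, 134 nt) had 16.0 ± 4.97 units (SD, n = 4). Smarca4 on chromosome 9 (21615909 to 21616213, promoter, 108 nt) had 13.8 ± 7.14 units (SD, n = 4). Lmna on chromosome 3 (88510009 to 88510398, 248 nt from the start site named in the table and intergenic by the basic transcripts) had 13.0 ± 2.94 units (SD, n = 4). The other 14 genes with a region had at most 13.0 units. The lowest mean was that of Dnmt1, whose only region lay 6913 nt from its start site and was at 2, 0, 3 and 4 units in replicates 1 to 4. Among the other genes, Suv39h2 and Smyd5 had no region (0 regions each). For Dot1l and Kdm6b the nearest region had 3.50 and 3.25 units, while the strongest of their 7 regions each had 15.5 and 15.2 units.

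The NSL genes themselves were examined in more detail. Of the 9 listed, 5 had a region, namely Kansl1, Kansl2, Mcrs1, Phf20 and Kat8, while Kansl3, Wdr5, Hcfc1 and Ogt had none (0 regions each). Kansl2 had 4 regions within 10000 nt. The nearest lay on chromosome 15 (98534246 to 98534497, promoter, 108 nt from the start site) and had 11, 6, 21 and 14 units in replicates 1 to 4, with a mean of 13.0 ± 6.27 (SD, n = 4), at percentile 83.7 of the regions within 1000 nt. The 60 nt around its centre (chromosome 15, 98534342 to 98534401, plus strand of GRCm38) read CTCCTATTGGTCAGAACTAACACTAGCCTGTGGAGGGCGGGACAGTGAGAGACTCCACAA. The nearest region of Mcrs1 lay on the same chromosome (99251895 to 99252060, promoter, 17 nt from the start site) and had 5, 3, 8 and 1 units, with a mean of 4.25 ± 2.99 (SD, n = 4). This is percentile 43.5 of the regions within 1000 nt, below their median of 5.0 units. It is near the floor of 3 reads of replicates 2 to 4, while the reads behind the 5 units in replicate 1 were not resolved. The 60 nt around its centre (chromosome 15, 99251948 to 99252007) read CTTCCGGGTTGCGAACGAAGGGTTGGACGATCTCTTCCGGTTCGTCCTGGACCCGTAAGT. The promoter regions of Kansl1, Phf20 and Kat8 had 4.75 ± 1.71, 5.50 ± 1.29 and 4.25 ± 1.5 units (SD, n = 4). The SDs of these 4 weaker NSL genes overlap, so no order among them could be resolved at this depth.

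**Figure D4:**
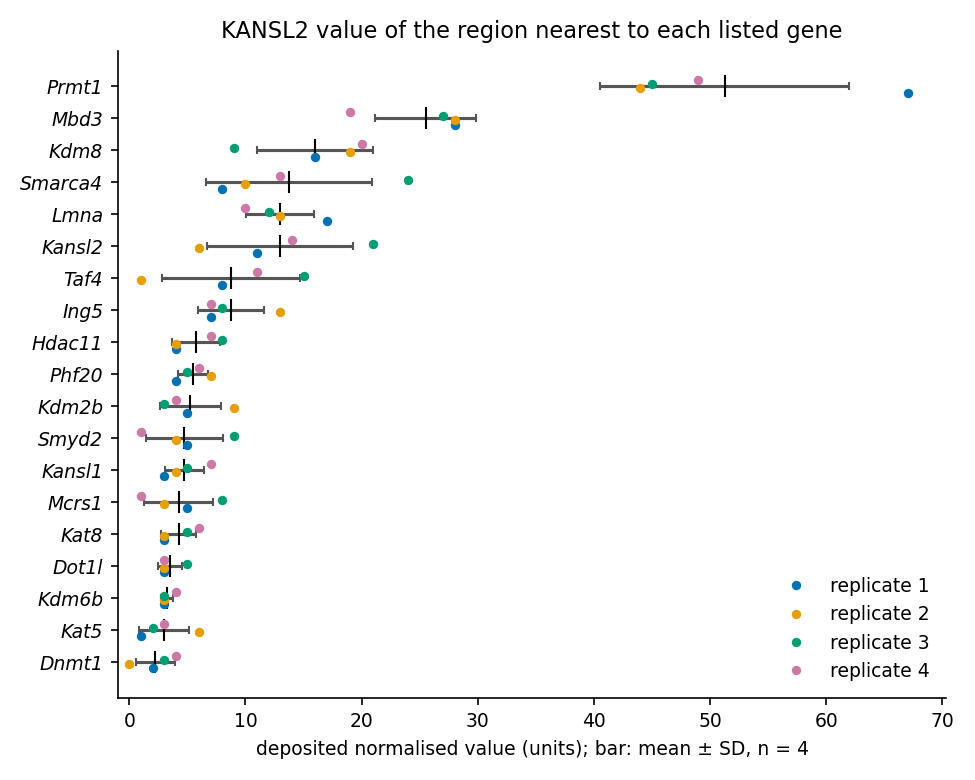
Value in units (horizontal axis) of the region nearest to the start site of each of the 19 listed genes with a region (vertical axis), with 1 point per replicate and the mean ± SD (n = 4) as a bar. Prmt1 has the highest mean (51.2 units) and Dnmt1 the lowest, and the points of most genes lie within 10 units of 0.

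Ribosomal protein genes were analysed as a fixed set of housekeeping genes. Of these, 48 genes had 61 regions, 45 of them within 1000 nt of the start site. The median log2(value + 1) of these regions differed from that of the 15875 other regions with a gene by 0.00, -0.32, 0.00 and 0.00 in replicates 1 to 4, with a mean of -0.08 ± 0.16 (SD, n = 4; exact sign-flip permutation test, two-sided, p = 1.0). With means over regions the sign changed, to 0.06 ± 0.06 (SD, n = 4; exact sign-flip permutation test, two-sided, p = 0.25), above 0 in 3 of 4 replicates. With 4 replicates such a test cannot reach 0.05 for a difference of any size, so whether ribosomal protein genes differ was not decided. Distance to the start site was not matched either. Within 1000 nt lay 45 of these 61 regions, against 6645 of all 15936 regions with a gene, and regions within 1000 nt had higher values.

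The strongest regions were listed after their values had been seen. The region with the highest value lay on chromosome 17 (39842969 to 39846541), overlapping Gm26917 and an annotated rRNA gene. It had 3084, 5891, 5945 and 5253 units in replicates 1 to 4, which is 1.56, 3.0, 2.91 and 2.65% of the summed values. A neighbouring region (39848026 to 39848834) overlapping the same rRNA gene had 678 ± 141 units (SD, n = 4). An intergenic region on the Y chromosome (259063 to 259587) had 895 ± 368 units (SD, n = 4), and 84.3% of its bases were soft-masked as repeats. The highest regions with a named gene were promoter regions of Gsk3b on chromosome 16 (38088621 to 38089595) with 259 ± 56.1 units, Tomm40 on chromosome 7 (19715409 to 19716295) with 231 ± 17.9 units, Fam72a on chromosome 1 (131527306 to 131527951) with 222 ± 21.6 units and Rnf5 on chromosome 17 (34603558 to 34604373) with 178 ± 31.4 units (SD, n = 4 each). These values exceed the spread between replicates, but long regions collect more reads and the values were not corrected for length. Values were not corrected for the IgG signal either, so a high value does not by itself show strong KANSL2 binding.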

Values the study reported

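In WT MuSCs, the study reported more than 7500 genes bound by KANSL2. Of the KANSL2 peaks, it placed 44% in introns, 31% between genes and 16% at promoters.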

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

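Of 42 results with a value in each replicate, 11 had one replicate far from the other 3, where chance gives about 2.1. That number assumes independent, continuous values. Many results are small whole numbers, and medians and means of the same contrasts were both counted, so 2.1 is only a rough guide. The tests of counting error, of rounding and of the reads of replicate 1 from its histogram or from the spread of the replicates were chosen only after the result was seen. The only biological explanation tested was a different share of cells with a Y chromosome, for the low Y region in replicate 1. No other was tested, since the labels give no group that separates the replicates.

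The share of regions at 0 was 0.219% in replicate 1, far below the other replicates. If 1 unit were 1 read in replicate 1, thinning it to the reads of replicates 2, 3 and 4 would leave 4.66, 5.75 and 4.58% of regions at 0, less than the 15.6, 18.6 and 17.0% observed. The smaller the worth of 1 read in replicate 1, the more regions are left at 0, but even at the limit of a worth of 0 the shares were 12.0, 13.1 and 12.0%. With counting error alone, the lower number of reads in replicates 2 to 4 therefore cannot explain all of the difference, whatever a read was worth in replicate 1. It can explain a part. The histogram of replicate 1 (58 values, from 3 to 60 units) was best fitted by a worth of 0.197 units per read, with a deviance of 67.4. The next best of the worths tried was 0.3255 units per read, with a deviance of 76.1. Deviances were 165 for the best worth of 0.35 or more, 331 for the best near 0.93 and 177 for 1 unit per read. In simulations 3 of 4 known worths were recovered, and 1 unit per read was not told apart from smaller worths. The exact worth is thus not resolved, but the histogram suggests that replicate 1 had more reads within regions than the others. The spread that each replicate does not share with the others was 1.0 times the mean in replicate 1 and 2.09, 2.86 and 2.18 times in replicates 2 to 4, over 31819 regions. If regions had been chosen without regard to replicate, this would imply that 1 read was worth 0.623 units in replicate 1. Thinning at that worth gives 7.75, 8.83 and 7.67% of regions at 0, still less than observed. The other explanation is that regions were chosen mostly on replicate 1. The study lists far more strongly enriched peaks in KANSL2 replicate 1 than in replicates 2 to 4. The condition behind the worth of 0.623 units is therefore unlikely to hold. A choice of regions mostly on replicate 1 would also change the spread measured there, so the spread does not decide between these explanations. In line with that choice of regions, 688 regions were above 0 only in replicate 1, against 0, 21 and 2 regions only in replicates 2, 3 and 4, although the few regions at 0 in replicate 1 fix most of this contrast in advance. In regions at 0 in a pair of the replicates 2 to 4, the smallest ratio of the mean of replicate 1 to that of the third replicate was 1.02, below the 1.5 set beforehand. These means rest on about 1 to 2 units and cannot show on which replicate regions were called, so this test was treated as undecided after the value was seen. The peaks listed by the study favour the choice of regions on replicate 1 as an explanation of the rest. No test of these values decides how much of the rest it explains.

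The regions nearest to Mbd3 (19 units in replicate 4, against 27 to 28), Ing5 (13 units in replicate 2, against 7 to 8), Dot1l (5 units in replicate 3, against 3) and Kdm6b (4 units in replicate 4, against 3) each had one replicate apart. When reads were drawn at random in proportion to the depth of the replicates, taking 1 unit as 1 read in replicate 1, draws differed at least as much with p = 0.617, 0.922 and 0.947 for Mbd3, Dot1l and Kdm6b, and 0.596 for Ing5, the smallest (10000 simulated draws in place of the exact multinomial test). At the worth of best fit the smallest was 0.449, again for Ing5 (10000 simulated draws in place of the exact test). Counting error is thus sufficient for all 4. The ribosomal protein contrast was -0.32 in replicate 2 and 0.00 in the other 3. With means over regions, the gap divided by the range was 0.331, and replicate 2 no longer stood apart. Medians of small whole numbers move in steps, and rounding remains as the explanation.

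Of the 15 strongest regions, 11 were lowest in replicate 1, among them the 2 highest (3084 units against 5253 to 5945 on chromosome 17, and 382 units against 940 to 1254 on Y). Replicate 1 was past the critical value for one replicate apart in 5 of these, namely the region at 39848026 on chromosome 17 (467 units), Gsk3b (176 units), Tomm40 (204 units), Mark2 (133 units) and the region at 145722 on the Y chromosome (70 units). For Mark2 counting error is sufficient (p = 0.445 at 1 unit per read in replicate 1 and 0.107 at the worth of best fit, 10000 simulated draws in place of the exact multinomial test). For Tomm40 it depends on the worth (p = 0.281 and 0.0312 in the same order, 10000 simulated draws in place of the exact test). For the other 3 it is not, with p = 0.0001 each at either worth, the smallest that 10000 draws in place of the exact test can give. A higher background in replicate 1 would lower strong regions and raise weak ones after normalisation. With regions ranked by the sum of 2 other replicates, the ratio of replicate 1 to the held-out replicate 2, 3 or 4 was 0.89, 0.9 and 0.83 in the top 1% of regions and 1.18, 1.02 and 1.2 in the lower 50%. The top ratio divided by the lower ratio was at most 0.88, past the limit set beforehand, but a choice of regions on replicate 1 would also raise the lower ratio, so this test was treated as undecided after the value was seen. A general shift would lower most strong regions in replicate 1, as seen in these 11. It is smaller than the drop in the region on chromosome 17, Gsk3b and the Y region, so it may explain only a part of these 3.

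The Y region (236, 241 and 253 units in replicates 2 to 4) is also 75.1% soft-masked. It is 1 of 17 regions on Y, of which 16 are mostly soft-masked. These 17 regions together had 704 units in replicate 1 against 1873, 2044 and 2387 units in replicates 2 to 4, or 0.357% against 0.953, 1.0 and 1.21% of the summed values, so Y as a whole was low in replicate 1. Since nearly all Y regions are repeats, Y itself cannot separate the 2 explanations tested here. Outside Y, and leaving out the regions high in a single replicate (a choice made after the data had been seen), 15 strong regions that are mostly soft-masked had a median log2 ratio of replicate 1 to the others of -0.60, against -0.13 for random sets of equally strong regions, at percentile 0.0 of 10000 sets. A lower signal of repeats in replicate 1 therefore remains as an explanation. A different share of cells with a Y chromosome would also raise X regions in replicate 1. The 504 X regions had a mean log2 ratio of 0.48, against 0.45 for autosomal regions matched on the mean of the other replicates, an excess of 0.04 at percentile 94.8 of 10000 sets. This lies at the threshold of 95 set beforehand, and which side it falls on changes with the random draw, so it was treated as undecided after the value was seen. Without matching, X regions had a mean of 4.56 units in replicate 1, against 3.02, 3.59 and 3.55 units in replicates 2 to 4. Weak regions as a whole also tended to be higher in replicate 1, as given above, so the unmatched values do not decide it either.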

How the results depend on the processing

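No paired analysis was possible because the values used here come from the 4 KANSL2 samples alone, so same-numbered samples of different groups could not be paired. For the same reason the settings that need IgG values were not run, although they had been planned: other scalings and tests of KANSL2 against IgG, stricter thresholds, 2-fold or 5-fold enrichment over IgG, leaving out each IgG replicate, and adjustment over the listed genes. A pseudocount of 5 for the listed genes was not run either, since their values are given without a logarithm.

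The number of regions above 0 in every replicate changed from 20183 to 6801 when at least 5 units were required. It ranged from 20203 to 23156 across the 4 counts that each left out one replicate. The promoter share was 35.1% for regions with a mean of at least 10 units, 27.4% for regions above 0 in every replicate, 26.8% with all GENCODE transcripts and 25.5% of the summed length, against 24.1% in the main setting. In the same order the intronic share was 31.9, 37.8, 37.2 and 37.9%, and the intergenic share was 29.4, 30.8, 30.5 and 32.3% against 32.2%. All 4 settings raised the promoter share and lowered the intronic share. With all GENCODE transcripts promoters also made up more of the genome, 6.36% against 4.52%, so the share of regions there was 4.22-fold higher than in the genome, against 5.33-fold in the main setting. For regions with a mean of at least 10 units, GC content and length were tested as a cause, as given under the other observations below. The cause of the remaining shifts was not tested. The number of genes fell from 10858 to 5878 for regions within 1000 nt and to 2603 for regions with a mean of at least 10 units. Protein-coding genes alone gave 7593 and regions above 0 in every replicate gave 7975.

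The difference between regions with and without a gene was above 0 in all 9 alternatives. Across the 5 that kept all replicates it ranged from 0.11 (mean of at least 10 units) to 0.38 (pseudocount 0.1), and with one replicate left out from 0.21 to 0.41. The ribosomal protein contrast reversed from -0.08 to 0.060 when means replaced medians, and ranged from -0.11 to 0.00 with one replicate left out. It was 0.00 without replicate 2, the replicate in which the median differed, and the cause of the reversal was not tested. The number of listed genes with a nearest region above 0 in every remaining replicate was 18 or 19 in every alternative. For 5 listed genes another region was the strongest. Taking it in place of the nearest region changed the gene value by more than 1 SD for 4 of them. None (0) of the 76 values with one replicate left out changed that much. Leaving out one of 4 replicates cannot move a mean by more than 1 SD, so this count does not show stability. The promoter share of regions with a mean of at least 50 units ranged from 76.2 to 79.5% with one replicate left out.

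Depth limits the weaker results. Medians were 2 or 3 reads per region in replicates 2 to 4. A region with so few reads that is at 0 in 1 replicate cannot be told apart from a region that was missed by chance.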

Other observations

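The test of repeats and the test of normalisation in replicate 3, and the test of gene number on X, were chosen only after the result was seen. No biological explanation was tested for these patterns except where a gene list is named.

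The promoter share here was 24.1%. That is higher than the value quoted from the study above. The share here counts region centres within 1000 nt of a basic transcript start, and was 26.8% with all GENCODE transcripts. The study does not state the promoter definition behind its shares, so the values may not measure the same thing.

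Replicate 3 had high regions that were nearly absent from the other replicates. Of 1597 regions with at least 25 units in some replicate, 40 were at least 3-fold above the next replicate, on the value + 1 scale, and 30 of these were high in replicate 3, against 3, 1 and 6 in replicates 1, 2 and 4. The highest was an intergenic region on chromosome 4 (138503010 to 138503476) with 0, 6, 259 and 0 units in replicates 1 to 4. All 30 (100.0%) were mostly soft-masked, against 2.38% of the other 1557 high regions. Their median length was 142 nt against 470 nt, their median GC content was 40.6% against 51.6%, and 0 of them were promoters against 688. A read in replicate 3 was worth only 1.06 times a read in replicate 2, too little to account for a difference of 3-fold or more. Repeats that gained reads in replicate 3 alone are a candidate explanation. The authors removed duplicate and multi-mapping reads before counting, so such copies should have been mostly excluded, and how these reads arose was not tested.

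A few regions in the transcribed part of stress-response genes were highest in replicate 1. They were noticed while looking through the data. Jun (exon, chromosome 4, 95049811 to 95051487) had 82, 10, 26 and 24 units, Socs3 (3' UTR, chromosome 11, 117966825 to 117967586) had 36, 6, 9 and 1 units, and Hspa1b (exon, chromosome 17, 34957005 to 34957654) had 30, 7, 6 and 1 units in replicates 1 to 4. To test whether stress or immediate-early genes were raised in replicate 1 as a class, a list of 45 other such genes was written first, of which 40 had a region. The median log2 ratio of replicate 1 to the others at their nearest region was 0.24, against 0.02 for lists matched on the mean of the other replicates, at percentile 96.5 of 10000 lists. Over 582 strong promoter regions the median log2 ratio was -0.10, so the normalisation of replicate 1 did not raise strong promoter regions. A difference in cell state between cultures may be involved, but one list just past the threshold is weak support, and the labels name no such difference.

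The X chromosome held few regions. It had 504 regions against 1037 to 2355 on the autosomes. The number of genes did not account for this, since 17.1% of the protein-coding genes on X had a region, against 27.3 to 40.5% on the autosomes. A single X copy in male cells would lower the number of reads per site, but this was not tested.

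The rising share of promoters with value was tested against the GC content and length of the regions. Promoters made up 35.1% of the regions with a mean of at least 10 units and 22.0% of the others, a difference of 13.1 percentage points. Within 25 strata of GC content and length, the difference was 10.2 percentage points. GC content and length may thus explain a part, but most of the difference remained.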
